A study of Danio rerio with 9 samples.

How the data were processed

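RNA was measured in 9 libraries from zebrafish larvae (Danio rerio, strain AB) at 60 hours post fertilisation. The fish carried a pair of fluorescent reporter transgenes, eGFP under a regulatory element called epi and mRFP under the promoter of myl7, a myosin light chain gene of heart muscle. Per the labels, the proepicardium, the heart tube and the dorsal pericardium were dissected by hand, at least 10 organs were pooled for each library, and cDNA was made and amplified from lysed tissue with the SMARTer Ultra Low Input kit. Amplified cDNA from small inputs carries no molecular identifiers in these files, so intervals and floors given below cover counting error only. The sample labels list 4 proepicardium libraries, 3 heart tube libraries and 2 pericardium libraries. The text on the series design gives 3 for the proepicardium, and the 4 libraries of the sample labels were used. Groups and replicate numbers were taken from the sample labels, and each column of the tables was matched to its sample through the description label.

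The deposited raw table holds whole-number read counts per Ensembl gene identifier, which the authors did not normalise. The labels' protocols name no aligner, counting program, genome build, annotation release or test, and none is assumed here. Of its 32536 rows, 32520 are genes and 16 are sequences of fluorescent proteins and other constructs. The construct rows took at most 0.0309% of the counts of a library and were kept out of library sizes and tests. The deposited normalised table has 21486 rows, which are the rows of the raw table with a total of at least 10 counts. Its values are on a log2 scale: all 193374 of them differed by less than 1e-06 from a regularised log2 transformation of the raw counts computed here with DESeq2 without group information. How the authors made that table is not stated in the labels. One of the alternatives had been planned on log2(value + 1) of this table, and since the deposited values already were log2 values, it was run on them directly with limma.

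Gene symbols came from a table of identifiers and symbols, which named 29201 of the 32520 gene identifiers. Symbols of listed genes were matched exactly, then without regard to case, then through synonyms of the RefSeq gene table for assembly GRCz12tu, which was used for names alone. No genome of the build behind the counts was used, so no coordinates are given. The identifier used for wt1a, ENSDARG00000031420, is listed under the human-style symbol WT1. Reads of near-identical gene copies, overlapping genes and antisense genes cannot be told apart in a table whose counting is not described, so levels of members of multigene families, such as ponzr5, actc1a, the keratins and the apolipoproteins, are uncertain in that respect.

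Totals ranged from 8883187 counts (proepicardium 4) to 19401502 counts (heart tube 1). A level of 0 counts allows up to 3 counts, which corresponded to 0.15 to 0.331 CPM in the different libraries. CPM are counts scaled to a common library size, with library sizes adjusted by TMM factors. Counts were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM, glmQLFit with robust estimation, glmQLFTest). The model had tissue as its only factor and held all 9 libraries, which shared one estimate of the spread because the pericardium had 2 libraries. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 over the 17003 genes tested were called. The common biological coefficient of variation was 0.528. Errors of log2 fold changes are standard errors, and errors of CPM are SDs. A fold against a tissue whose libraries all had 3 counts or fewer was computed against 3 counts. It is a lower bound as to the level of that tissue alone, with the mean of the higher tissue taken as measured. Similarity of libraries was measured as the Pearson correlation of log2 CPM (prior count 2) across genes, and the mean within tissues minus the mean between tissues was tested with a one-sided exact permutation test over the 1260 partitions of the 9 libraries into groups of 4, 3 and 2.

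The tests, the alternatives and the gene lists were fixed before the data were examined, except where stated. Genes named in the text are wt1a, wt1b, the genes of the epicardial, contractile and cardiac transcription factor lists, and, for each contrast and direction, the 3 genes with the smallest p-value among called genes that had a symbol, a mean of at least 10 CPM in the higher tissue and no overlap between the libraries of the tissues. Genes named beside this rule were chosen after their values were seen or belong to other lists. Further lists were endothelial, erythroid, skeletal muscle, epidermal, liver, neural, pigment cell, cartilage and macrophage genes.

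Alternatives were DESeq2 size factors and upper-quartile factors in the same model, no filter, a mean count of at least 50, DESeq2 1.42.0, limma-voom with quality weights (limma 3.58.1), no robust estimation, fits on the libraries of the compared tissues alone, the replicate number as a block, counts thinned to the smallest library, the authors' normalised table, and leaving out each library in turn. A fit with the mean log2 CPM of the epidermal list as a covariate, and a fit with a term that sets libraries numbered 1 or 2 in the descriptions against those numbered 4 or 5, were added after seeing the data. The edgeR model was tested on simulated counts for 17003 genes, drawn from the means, library sizes and dispersions of these libraries, with 200 genes changed 4- to 16-fold. Of genes changed in the proepicardium it recovered 64.0% against the heart tube and 53.0% against the pericardium. Of genes changed in the pericardium it recovered 62.0% against the proepicardium and 56.0% against the heart tube, and of genes changed in the heart tube 70.5% against the proepicardium and 37.0% against the pericardium. Between 3 and 11 unchanged genes were called in these contrasts. Replicates were compared before averaging: their counts differed by 55.9 to 339 times the sampling noise (chi-square per degree of freedom), so no library was a copy of another. Figures were drawn with matplotlib 3.10.9.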

Results

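Transcriptomes of dissected heart tissues of zebrafish larvae were compared at 60 hours post fertilisation. The proepicardium is a cluster of cells on the pericardial wall that gives rise to the epicardium, the outer layer of the heart. The heart tube holds the beating myocardium, and the dorsal pericardium is the wall of the cavity around it. There were 4 libraries of the proepicardium, 3 of the heart tube and 2 of the pericardium, each from a pool of at least 10 organs. The proepicardium libraries held 17664065, 11230153, 15349088 and 8883187 counts. The heart tube libraries held 19401502, 13809619 and 13931320 counts, and the pericardium libraries 18621318 and 12461469 counts. Of the 32520 genes, 5357 had no counts in the 9 libraries and 17003 were tested. A single gene without a symbol, ENSDARG00000080337, took 14.6% ± 4.56 of the gene counts in the proepicardium (SD, n = 4), 14.4% ± 1.58 in the heart tube (SD, n = 3) and 7.35% ± 1.23 in the pericardium (SD, n = 2). The 11 genes with a symbol starting with MT-, called the mitochondrial share below, took 14.9% ± 7.02, 16.1% ± 3.12 and 7.50% ± 0.964 in the same order. Mitochondrial genes without such a symbol are not in this share. Whether ENSDARG00000080337 is such a gene was not examined.

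The fish carried a red reporter driven by a myl7 promoter, which offered a check of the tissue labels. The mCherry row of the table, the red sequence with the most counts, held 3938, 4042 and 3059 counts in the 3 heart tube libraries. It held 0, 0, 1 and 1 counts in the proepicardium and 1 and 0 in the pericardium. Endogenous myl7 (ENSDARG00000019096) averaged 23113 ± 4283 CPM in the heart tube (SD, n = 3), 87.6 ± 54.6 CPM in the proepicardium (SD, n = 4) and 13.0 ± 9.48 CPM in the pericardium (SD, n = 2).

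Whether the libraries group by tissue was examined first. The mean correlation across genes was 0.897 between proepicardium libraries, 0.905 between heart tube libraries and 0.96 between the pericardium libraries. Heart tube libraries correlated at 0.699 with the proepicardium and at 0.647 with the pericardium. Proepicardium and pericardium libraries correlated at 0.91 (range 0.848 to 0.957), which was no lower than the proepicardium libraries among themselves (range 0.862 to 0.927). The within-tissue mean exceeded the between-tissue mean by 0.154, and 9 of the 1260 partitions gave a difference as large (one-sided exact permutation p = 0.00714). Over the 500 most variable genes, the alternative that moved this value most, the difference was 0.771. The permutation p of the main difference covers all tissues together. It is no evidence that proepicardium and pericardium form separate groups, since their mean correlation of 0.91 exceeded the 0.897 between proepicardium libraries. The first principal component held 65.2% of the variance and separated the heart tube from the other tissues, while the second held 9.61% and set proepicardium 3 and 4 and heart tube 1 apart from the other libraries.

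**Figure D1:**
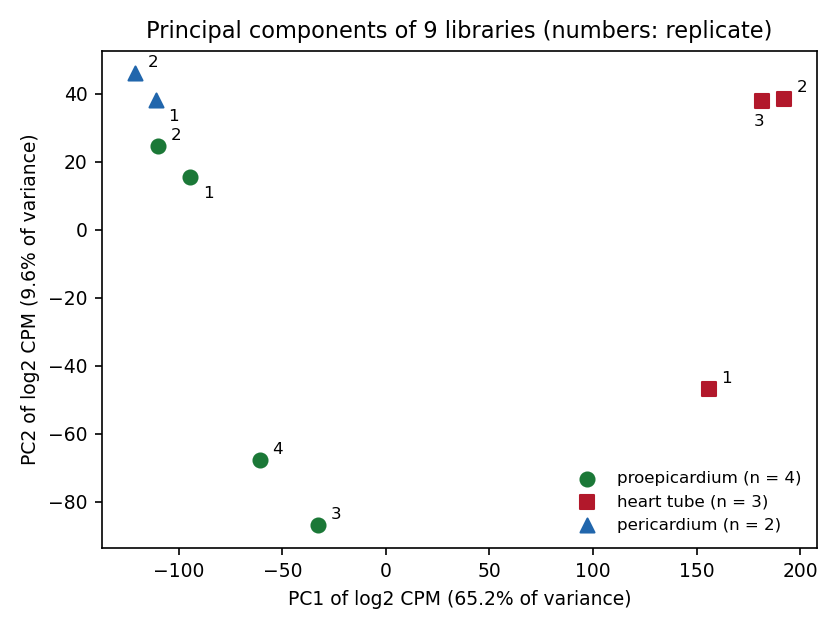
First and second principal components of log2 CPM (axes in component units, with the percent of variance), each symbol a library, numbered by replicate. The 3 heart tube libraries lie at 156 to 192 on the first component and the 6 other libraries between -121 and -32.8, with proepicardium 1 and 2 next to the pericardium.

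The comparison of proepicardium and heart tube asks which genes distinguish the source of the epicardium from the myocardium, and the title of the series places WT1 at this boundary. With edgeR, 5007 of 17003 genes were called, 2853 higher and 2154 lower in the proepicardium, and 4866 of them differed by more than 2-fold. This count moved most when the mean level of 9 epidermal genes per library entered the model, an alternative chosen after seeing the data. It then fell to 117 genes, although tissue explained 91.9% of the variance of that covariate. The genes with the smallest p-values that were higher in the proepicardium were ponzr5 (ENSDARG00000055046), ENSDARG00000077169, which has a clone-based symbol, and cldn7b (ENSDARG00000014047). ponzr5 stood at 277 ± 117 CPM in the proepicardium (SD, n = 4) and 0.904 ± 0.346 CPM in the heart tube (SD, n = 3), a log2 fold change of 8.26 ± 0.54 (edgeR adjusted p = 7.06e-06). The log2 fold changes of the other two were 7.61 ± 0.57 and 6.78 ± 0.51 (edgeR adjusted p = 1.21e-05 for each). All 3 were also present in the pericardium, at 347 ± 15.2, 41.0 ± 19.0 and 448 ± 54.0 CPM (SD, n = 2), and none of them was called between proepicardium and pericardium. The genes with the smallest p-values that were lower in the proepicardium were cd9a (ENSDARG00000005842), atp2a2a (ENSDARG00000029439) and mylk2 (ENSDARG00000031698). cd9a stood at 596 ± 162 CPM in the heart tube and 3.37 ± 0.371 CPM in the proepicardium, a log2 fold change of -7.46 ± 0.34 (edgeR adjusted p = 1.06e-06). The log2 fold change was -5.84 ± 0.34 for atp2a2a and -6.43 ± 0.38 for mylk2 (edgeR adjusted p = 5.83e-06 for each).

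The zebrafish copies of the WT1 gene, wt1a (ENSDARG00000031420) and wt1b (ENSDARG00000007990), had few counts in every library. wt1a had 7, 3, 18 and 5 counts in the proepicardium, 0 in each heart tube library, and 1 and 0 in the pericardium. Its mean was 0.575 ± 0.374 CPM in the proepicardium (SD, n = 4). Against 3 counts, this mean was at least 2.35-fold higher than in the heart tube and at least 2.21-fold higher than in the pericardium. These bounds cover the level of the other tissue alone, not the spread of the proepicardium libraries. Proepicardium 2 held 3 counts (0.249 CPM), no more than the count the bounds are set against. The second bound rested on pericardium 2, the shallower library of its tissue, and was 4.00-fold without it. wt1a was removed by the filter on low counts. Without the filter its adjusted p from edgeR was 0.0242 against the heart tube and 0.987 against the pericardium, and in the fits without a pericardium library, where it passed the filter, it was 0.0405 and 0.0426 against the heart tube. Between heart tube and pericardium, with every library at or under 3 counts, no fold is given. wt1b had 18, 12, 42 and 7 counts in the proepicardium, 0, 1 and 0 in the heart tube, and 2 and 7 in the pericardium. It averaged 1.34 ± 0.832 CPM in the proepicardium, at least 5.48-fold higher than in the heart tube (edgeR adjusted p = 0.00941), and all 4 proepicardium libraries lay above all 3 heart tube libraries. With the epidermal covariate the adjusted p of wt1b was 0.253. Against the pericardium its log2 fold change was 1.97 ± 1.18 and it was not called (edgeR adjusted p = 0.971), although all 4 proepicardium libraries lay above both pericardium libraries (0.608 CPM at most there, 0.772 CPM at least in the proepicardium). Between heart tube and pericardium wt1b was not called (edgeR adjusted p = 0.0957). No fold is given there, since it would rest on the 7 counts of pericardium 2.

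Of 7 genes on the epicardial list, 6 had an identifier and 5 were tested. Between proepicardium and heart tube 2 were called, in opposite directions, and 2 were called when adjusted over the list alone. Besides wt1b this was podxl (ENSDARG00000031228), with 42.4 ± 34.1 CPM in the proepicardium and 187 ± 37.0 CPM in the heart tube (log2 fold change -2.14 ± 0.53, edgeR adjusted p = 0.0108). tcf21 (ENSDARG00000036869) averaged 4.67 ± 2.28 CPM in the proepicardium and 2.10 ± 2.07 CPM in the heart tube, a log2 fold change of 1.14 ± 0.75 that was not called (edgeR adjusted p = 0.282). A single library decided this: heart tube 1 held 4.47 CPM of tcf21 and the other heart tube libraries 1.17 and 0.652 CPM, and without heart tube 1 the log2 fold change was 2.36 (edgeR adjusted p = 0.0414). aldh1a2 (ENSDARG00000053493) was lower in the proepicardium by a log2 fold change of -1.49 ± 0.65 (edgeR adjusted p = 0.111), and it was called without heart tube 1 (edgeR adjusted p = 0.0237) and with limma-voom (adjusted p = 0.0385). Over the alternatives its adjusted p reached 0.512. tbx18 (ENSDARG00000036930) did not differ detectably, with a log2 fold change of -0.07 ± 0.73 (edgeR adjusted p = 0.954), and its sign changed when single libraries were left out. With the epidermal covariate no gene of the list was called, and podxl, tcf21, aldh1a2 and tbx18 changed sign.

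Of 12 genes on the contractile list, 7 had an identifier and were tested, and 6 were lower in the proepicardium than in the heart tube, also when adjusted over the list alone. Their log2 fold changes were -9.28 ± 0.62 for nppa (ENSDARG00000052960), -8.04 ± 0.63 for myl7, -7.55 ± 0.69 for tnnc1a (ENSDARG00000011400), -7.47 ± 0.97 for myh6 (ENSDARG00000090637), -5.89 ± 0.73 for actc1a (ENSDARG00000042535) and -5.84 ± 0.34 for atp2a2a. The adjusted p-values from edgeR ranged from 5.83e-06 to 0.000458. The exception was myl4 (ENSDARG00000011519), with 81.6 ± 96.8 CPM in the proepicardium and 14.8 ± 17.1 CPM in the heart tube. Its log2 fold change of 2.46 ± 1.36 was not called (edgeR adjusted p = 0.211). limma-voom called it higher in the proepicardium, with a log2 fold change of 4.91 (adjusted p = 0.0295), and the adjusted p reached 0.896 over the alternatives.

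Of 10 genes on the cardiac transcription factor list, 8 had an identifier and were tested. In the proepicardium 7 were lower than in the heart tube, and 8 when adjusted over the list alone. nkx2.5 (ENSDARG00000018004) averaged 4.45 ± 2.79 CPM in the proepicardium and 331 ± 55.3 CPM in the heart tube, a log2 fold change of -6.20 ± 0.47 (edgeR adjusted p = 1.21e-05). The log2 fold changes of the other called genes were -5.84 ± 0.61 for tbx20 (ENSDARG00000005150), -3.68 ± 0.39 for gata6 (ENSDARG00000103589), -3.45 ± 0.63 for gata4 (ENSDARG00000098952), -3.11 ± 0.52 for tbx5a (ENSDARG00000024894), -2.86 ± 0.55 for gata5 (ENSDARG00000017821) and -2.63 ± 0.45 for hand2 (ENSDARG00000008305). hand2 was still counted at 93.0 ± 56.1 CPM in the proepicardium (SD, n = 4) and 57.6 ± 25.5 CPM in the pericardium (SD, n = 2). isl1a (ENSDARG00000004023) was not called over all genes, at -1.41 ± 0.59 (edgeR adjusted p = 0.0991), but was without proepicardium 3 (edgeR adjusted p = 0.0184), with limma-voom (adjusted p = 0.0490) and with a term for the library numbers, an alternative chosen after seeing the data (edgeR adjusted p = 0.0392). With the epidermal covariate gata5 and isl1a changed sign, and 3 genes of the contractile list and 1 of the cardiac transcription factor list were called.

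**Figure D2:**
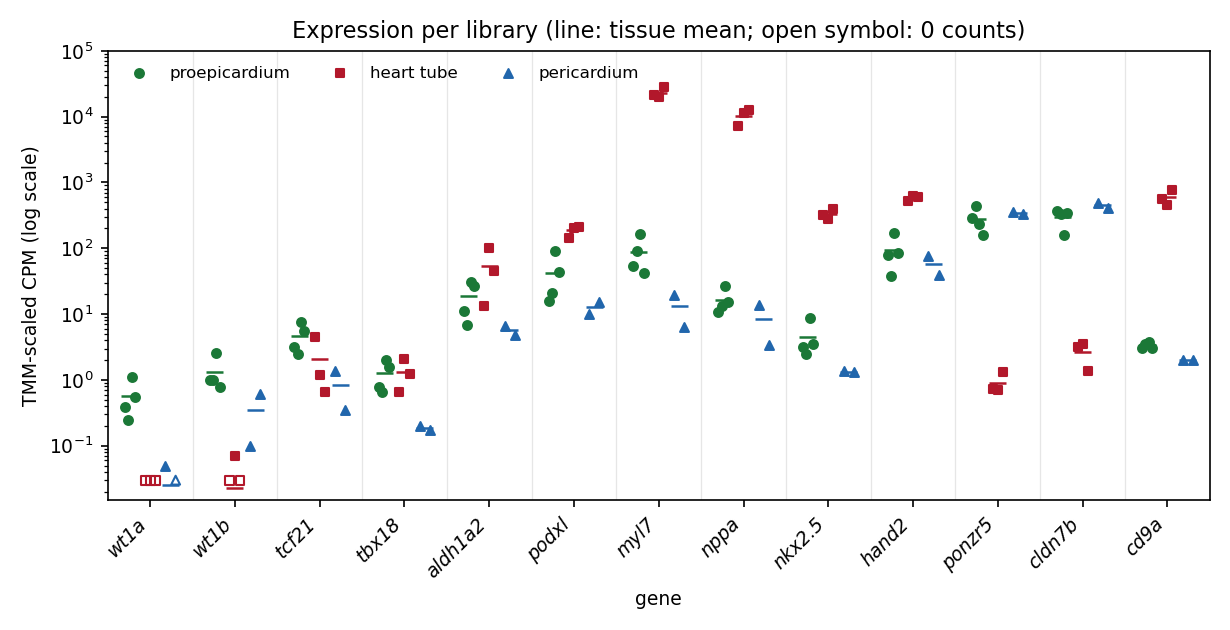
TMM-scaled CPM on a log axis for 13 genes, each symbol a library, each line the arithmetic mean of its tissue, with libraries of 0 counts drawn as open symbols at an arbitrary low position. wt1a and wt1b lie at 2.58 CPM or less throughout, while myl7 lies at 19851 to 27963 CPM in the heart tube.

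The comparison of proepicardium and pericardium asks which genes set the proepicardium apart from the wall it sits on. No gene was called among 17003, and 833 genes had an unadjusted p under 0.05. As a share of the 17003 genes, this is less than the 0.05 expected with no difference at all. With a library left out, the count ran from 509 without proepicardium 3 to 1601 without proepicardium 1. Over the other alternatives it ran from 351 with the replicate block to 2438 with limma-voom. The largest count under any alternative came from DESeq2, with 102 genes, 99 of them higher in the proepicardium. With edgeR adjusted over the list alone, 3 of 5 epicardial, 3 of 7 contractile, 4 of 8 cardiac transcription factor and 4 of 5 liver list genes passed. So did 4 of 5 erythroid, 2 of 4 neural and 1 of 9 epidermal list genes. None of these genes passed in the filtered edgeR fit over all genes. No gene of the endothelial, skeletal muscle, pigment cell, cartilage and macrophage lists passed when adjusted over the list alone. All 5 tested genes of the epicardial list and all 5 of the liver list were higher in all 4 proepicardium libraries than in both pericardium libraries, an arrangement with a chance of 6.67% for a single gene. The log2 fold changes of the epicardial list had a median of 1.97. The same arrangement held for 3 of 7 contractile, 4 of 8 cardiac transcription factor, 3 of 5 erythroid, 2 of 4 skeletal muscle and 3 of 4 neural genes. It held for 1300 of the 17003 tested genes. The opposite arrangement held for 6 of 9 epidermal genes and for 1317 of the 17003 tested genes. In the liver list apoa2 (ENSDARG00000015866) averaged 148 ± 64.3 CPM in the proepicardium (SD, n = 4), 53.0 ± 17.3 CPM in the heart tube (SD, n = 3) and 14.5 ± 2.36 CPM in the pericardium (SD, n = 2). Its log2 fold change between proepicardium and pericardium was 3.35 ± 0.50 (edgeR adjusted p = 0.213).

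Between heart tube and pericardium 4613 genes were called, 1871 higher and 2742 lower in the heart tube. With the epidermal covariate 30 were called. The smallest p-values among genes higher in the heart tube were those of cd9a, mylk2 and CAMK2A (ENSDARG00000053617), with log2 fold changes of 8.21 ± 0.49, 7.43 ± 0.54 and 6.61 ± 0.49. Among genes higher in the pericardium they were those of ponzr5, cldn1 (ENSDARG00000040045) and si:ch1073-406l10.2 (ENSDARG00000089645), with log2 fold changes of -8.59 ± 0.56, -8.24 ± 0.58 and -9.81 ± 0.70. The adjusted p from edgeR was at most 2.64e-05 for these 6 genes. cldn1 is a gene of the epidermal list and stood at 71.9 ± 7.20 CPM in the pericardium (SD, n = 2) and 22.6 ± 7.87 CPM in the proepicardium (SD, n = 4).

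Both contrasts with the heart tube shared its 3 libraries. The log2 fold changes of proepicardium and pericardium against the heart tube correlated at 0.94 across genes, which are not independent replicates, and 85.8% had the same sign. In 20 simulations without any difference the shared libraries gave a mean correlation of 0.466 and the same sign in 65.8% of genes. Of the 2853 genes higher in the proepicardium than in the heart tube, 2344 were also higher in the pericardium, and of the 2154 lower genes, 1564 were also lower there. Only 5 genes were called in opposite directions. At most 1 gene was called in both contrasts in a simulation. Thus 1564 genes were higher in the heart tube than in both other tissues. The count was 0 for the proepicardium and 0 for the pericardium, which had to follow with no gene called between them. These counts of 0 therefore say nothing about genes specific to either tissue. With the epidermal covariate the heart tube count was 28.

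The epidermal list took 3.85% ± 1.74 of the gene counts in the proepicardium (SD, n = 4), 6.72% ± 0.963 in the pericardium (SD, n = 2) and 0.243% ± 0.341 in the heart tube (SD, n = 3). Between proepicardium and heart tube, 8 of its 9 genes were called, each higher in the proepicardium. Heart tube 1 decided the level of its tissue, at 0.637% (Wilson 95% interval 0.633% to 0.64%), with 0.0421% (0.041% to 0.0432%) in heart tube 2 and 0.0499% (0.0487% to 0.0511%) in heart tube 3. Of the other lists, 6 of 9 endothelial genes, 1 of 5 erythroid genes and 1 of 4 skeletal muscle genes were lower in the proepicardium than in the heart tube. In the same contrast 3 of 5 liver genes, 1 of 4 neural genes, 1 of 2 cartilage genes and 1 of 4 skeletal muscle genes were higher, while none of the 3 pigment cell genes or the 4 macrophage genes was called. In the filtered edgeR fit no gene of any list was called between proepicardium and pericardium over all genes. The liver list genes apoa2 and apobb.1 were called there without the filter and with DESeq2, limma-voom and the authors' normalised table.

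**Figure D3:**
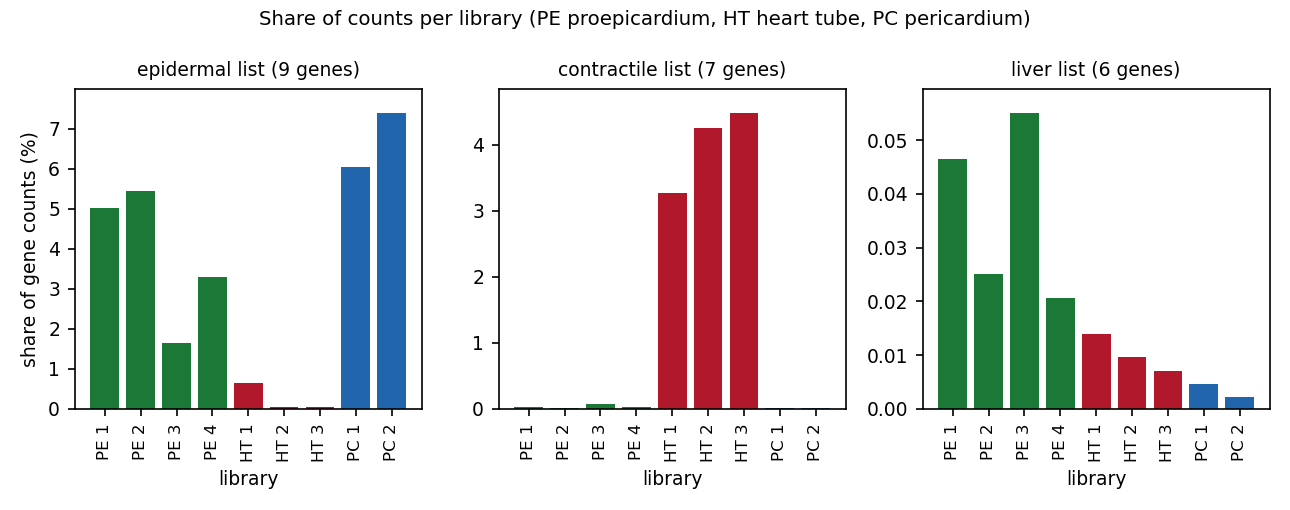
Share of gene counts in percent for the epidermal, contractile and liver lists, each bar a library (PE proepicardium, HT heart tube, PC pericardium; scales differ between panels). The epidermal list takes 1.64% to 7.40% in the proepicardium and pericardium libraries and at most 0.637% in the heart tube, where the contractile list takes 3.27% to 4.48%.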

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

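The tests in this part were chosen after the values had been seen. Of 48 results examined over the 4 proepicardium libraries for a library far from the others by Dixon's criterion at the 95% level, 5 stood out, where chance gives about 2.4. In 4 of the 5, the library was proepicardium 3. It gave the contractile list 0.0733% of its gene counts, where the other proepicardium libraries gave 0.0177% to 0.0191%. It held 15.3 CPM of myh6 (other libraries 1.41 to 3.07), 60.4 CPM of gata5 (11.7 to 19.2) and 2.58 CPM of wt1b (0.772 to 1.01). The other case was tbx20 in proepicardium 2, with 1.74 CPM against 0.225 to 0.429, and it rests on 21 counts; no explanation was tested for it.

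Depth did not set proepicardium 3 apart, since its total of 15349088 counts lay between the 8883187 and 17664065 of other proepicardium libraries. Heart tube tissue carried into the proepicardium libraries is argued against as the whole source of their myl7 reads. At the lowest ratio of mCherry to myl7 counts in a heart tube library (0.891%), the 5096 myl7 counts of the 4 proepicardium libraries would bring 45.4 mCherry counts, and 2 were seen. By library 8.41, 9.86, 23.7 and 3.43 would be needed, and 0, 0, 1 and 1 were seen, so proepicardium 4 by itself says little. Reads of amplified cDNA are not independent molecules, so the libraries were compared instead: the ratio was at most 0.260% in a proepicardium library, and 1 of the 35 splits of the 7 libraries, the real one, gave a difference as large (one-sided exact permutation p = 0.0286). Ratios to myl7 were taken from counts summed over each tissue. The proepicardium and the heart tube held myl4 at 94.9% and 0.0727% and actc1a at 119% and 24.5%. They held atp2a2a at 10.1% and 2.31% and nppa at 18.2% and 43.6%. Single libraries weigh heavily in some of these sums. Proepicardium 3 held 3631 myl4 counts against 143 to 595 in the other proepicardium libraries, and 249 myh6 counts against 15 to 37. Heart tube 1 held 607 myl4 counts, and the other heart tube libraries 1 and 134. The ratios lay closer together for tnnc1a (9.36% and 6.44%) and myh6 (6.40% and 4.05%), so carry-over of a part of the reads is not excluded. This reasoning requires that the pooled proepicardia came from fish with the red transgene, as labelled. A smaller share of epidermis-like tissue in proepicardium 3 remains open. That library had the lowest share of epidermal list counts of its tissue, 1.64% against 3.29% to 5.45%. The 14 epicardial and cardiac transcription factor genes stood at a median of 2.62 times their mean in the other proepicardium libraries, and 13 of them were raised, with a range from 0.561 to 3.87. A single library cannot decide between a different tissue share and higher levels in the cells themselves, which no test separated.

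The dsRed row was not used in any comparison. It held 68, 36, 595 and 332 counts in the proepicardium, 209, 221 and 181 in the heart tube, and 73 and 35 in the pericardium, all above the 3 counts that a level of 0 allows. Reads of the red reporter seen in the heart tube are argued against as its source in the proepicardium, because 1031 dsRed counts came with 2 mCherry counts there, while the heart tube had 611 dsRed and 11039 mCherry counts. The labels name no other red transgene. The row named Egfp_Kozak_3_UTR held 5, 0, 6 and 1 counts in the proepicardium and 0 in the other tissues, and rows for plain eGFP held 0. Whether vector sequence shared with the eGFP construct contributes to the dsRed row cannot be told apart from other sources, since 12 eGFP counts over the 9 libraries are too few to compare. Of the 12, 11 came from 2 libraries, so the presence of eGFP reads in the proepicardium alone matches the label but rests on little. Sequences of the constructs were not analysed here.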

How the results depend on the processing

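The alternatives were fixed before the data were examined, except for the epidermal covariate and the term for the library numbers, which were chosen after seeing the data. The difference between proepicardium and heart tube comprised between 3687 genes (mean count of at least 50) and 5958 genes (DESeq2) under the alternatives fixed beforehand that used all libraries of both tissues. Leaving out each of the 9 libraries gave 3917 to 4884 genes. Heart tube against pericardium gave 3590 to 6926 genes, the highest with limma-voom, against 4613; the cause of that rise was not tested. The 7 fits without a proepicardium or heart tube library gave 3851 to 4745 genes. Without a pericardium library its contrasts have 1 sample on a side, and no calls are given. Genes higher in the heart tube than in both other tissues numbered 1234 to 2107 under the alternatives fixed beforehand and 1295 to 1669 with a library left out. The correlation difference was 0.145 to 0.771 under its other settings and 0.123 to 0.177 with a library left out, past the threshold each time. Whether proepicardium and pericardium form separate groups was not tested in these settings.

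Between proepicardium and pericardium, where edgeR called 0 genes, 9 were called without the filter, 102 with DESeq2, 7 with limma-voom and 3 with the authors' normalised table. With these settings 7, 36, 7 and 3 genes were higher in the proepicardium than in both other tissues, and DESeq2 gave 2 such genes for the pericardium. Thinning, the stricter filter, the epidermal covariate, the replicate block, the other scalings, robust estimation switched off, the compared tissues alone and each fit without a proepicardium or heart tube library gave 0. The unadjusted count of 833 became 351 with the replicate block, 389 with the term for library numbers and 2438 with limma-voom, and with a library left out it ran from 509 to 1601. The term for library numbers, 1 and 2 against 4 and 5 in the description labels, called 5223 genes between proepicardium and heart tube, 0 between proepicardium and pericardium and 4286 between heart tube and pericardium.

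Of the epicardial list, 1 gene was called with a mean count of at least 50 and 1 with thinned counts, because wt1b was then no longer tested. Without the filter 3 genes were called, with wt1a added, and with limma-voom 3, with aldh1a2 added. With a library left out, 2 to 4 genes were called, 3 in each fit without a pericardium library and 4 without heart tube 1, where tcf21 and aldh1a2 joined. The bound for wt1a between proepicardium and pericardium ran from 1.61-fold to 4.00-fold with a library left out, the lowest without proepicardium 3 and the highest without pericardium 2, whose depth sets the limit. The adjusted p of wt1b between proepicardium and heart tube ran from 0.0138 to 0.0326 over the fits without a proepicardium or heart tube library. DESeq2 gave no adjusted p for wt1b between proepicardium and pericardium, and the stricter filter and the thinned counts gave none in any contrast. For tbx18, whose log2 fold change between proepicardium and heart tube was -0.07, leaving out a library gave -0.37 to 0.40, with 0.10 without proepicardium 1, 0.09 without proepicardium 2 and 0.40 without heart tube 2.

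The covariate for epidermal list level changed most results. It left 117 genes between proepicardium and heart tube, 30 between heart tube and pericardium and 28 higher in the heart tube than in both other tissues. It left 0 epicardial, 3 contractile and 1 cardiac transcription factor genes called, and an adjusted p of 0.253 for wt1b. It reversed the log2 fold changes of tcf21 (-0.76), tbx18 (3.33), aldh1a2 (4.31), podxl (0.27), gata5 (0.19) and isl1a (2.14), none of them past the threshold. Tissue explained 91.9% of the variance of this covariate, so its own construction removes most of what separates the tissues. It does not show how much of the difference comes from epidermis-like tissue.

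The replicate number as a block is given for completeness, since the labels number the libraries alike in each tissue. Deviations from the tissue means of proepicardium and heart tube libraries with the same number correlated at 0.0373, 0.0246 and 0.0598. With the pericardium, those of the proepicardium correlated at 0.0830 and 0.129 and those of the heart tube at -0.0179 and 0.0249. Proepicardium 3 and pericardium 1, of different numbers, correlated at 0.161. With 2 pericardium libraries, a positive correlation with pericardium 1 means an equal negative correlation with pericardium 2. The pericardium values therefore say little about pairing. All these correlations were small, so pairing by number stays open, and the main model left it out. With the replicate block 4103 genes were called between proepicardium and heart tube, 0 between proepicardium and pericardium and 3658 between heart tube and pericardium, 1234 were higher in the heart tube than in both other tissues, and the block moved no count of calls by over 1.5 times.

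Over the 30 results for single named genes other than wt1a and wt1b, 625 of 657 values under the alternatives were unchanged. Unchanged values kept their direction and their side of the threshold. In fits with 1 pericardium library they moved by less than the spread between replicates. Of the rest, 12 became weaker, all with the covariate, 7 became stronger, 9 reversed and 4 moved by more than that spread in fits with 1 pericardium library. These changes touched 21 of the 30 results. Depth limits wt1a most, with 34 counts in all libraries together, and in the simulations only 12 of 74 and 19 of 64 changes of 4-fold were recovered between proepicardium and pericardium, so changes of that size there would largely be missed.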

Other observations

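Of the tests in this part, the counts over other splits of the libraries, the simulations without a difference and the fits of the liver list with a proepicardium library left out were fixed before their outcome was seen. The others were chosen after the pattern was seen.

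The number of genes called between proepicardium and heart tube was set against other groupings of the libraries. Among the 35 splits of these 7 libraries into 4 and 3, with the pericardium kept as it is, 1 split gave as many calls as the 5007 of the real split, which was the real split itself. The next highest count was 841, for proepicardium 3 grouped with the 3 heart tube libraries.

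The absence of calls between proepicardium and pericardium was examined in the same way. In simulations at these library numbers and dispersions with 200 changed genes, 53 of 64 and 62 of 71 changes of 16-fold were recovered between these tissues, but only 12 of 74 and 19 of 64 changes of 4-fold (at most 29.7%). With 10 changed genes at a time, at least 62.0% of 16-fold changes were recovered (62 and 71 of 100). In the data 89 genes had a fitted change of at least 16-fold without being called, 65 of them with an unadjusted p under 0.05. A lack of libraries therefore stays open for changes of either size. Of the 15 splits of the 6 libraries into 4 and 2, 1 gave any call. It set proepicardium 3 and 4 against proepicardium 1 and 2 and the pericardium, and gave 774 genes, against 0 genes for the real split. Genes with an unadjusted edgeR p under 0.05 numbered 3842 in that split and 833 in the real split. Setting proepicardium 1 and 3 apart gave 909, and the remaining splits gave 90 to 820. The 833 genes therefore did not set the real split apart from other groupings. The mitochondrial share of gene counts, over genes with an MT- symbol alone, had Wilson 95% intervals of 20.98% to 21.02% and 20.82% to 20.88% in proepicardium 3 and 4. Those of proepicardium 1 and 2 were 7.95% to 7.97% and 9.68% to 9.72%. Proepicardium 3 and 4 held 595 and 332 dsRed counts, against 68 and 36 in proepicardium 1 and 2. Differences among the proepicardium libraries that do not follow the tissue may therefore have widened the spread against which the tissues were tested. The labels give no batch or date, but the descriptions number proepicardium 3 and 4 and heart tube 3 with 4 or 5, and the other libraries with 1 or 2. If these numbers marked a batch, heart tube 3 should depart from its tissue in the same genes as proepicardium 3 and 4. Its departure correlated at 0.00580 with theirs across genes, and those of heart tube 1 and 2 at -0.0404 and 0.0460, yet heart tube 3 had the highest mitochondrial share of its tissue. A single library cannot decide this, and with a term for these numbers 0 genes were called between proepicardium and pericardium. A batch stays open, as do differences in dissection and between clutches, which were not tested.

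Genes of apolipoproteins and plasma proteins recurred among the calls that alternatives made between proepicardium and pericardium. Of the 102 genes called with DESeq2, 11 had names starting with apo, and 24 such genes were among the 17003 tested. The fit without a filter, limma-voom and the authors' normalised table together called 10 genes, all of which DESeq2 called as well. They were chosen after their values were seen: afp4, apoa2 and apobb.1, called in all 3, and apoa1b, apoa4b.1, APOB, apoc1, c3a.1, fetub and SORBS2. In edgeR, afp4 had a log2 fold change of 3.17 and apobb.1 of 3.59, without passing the threshold (edgeR adjusted p = 0.213 and 0.232). Adjusted over the list alone, the erythroid list passed in the same proportion as the liver list, 4 of 5 genes each, and the epicardial list also had every tested gene higher in all proepicardium libraries, so the liver list was not singular in this. Calls from the independent spread of single genes alone are argued against. DESeq2 called 6 to 37 genes (median 15.5) in 10 simulations with no difference, and 102 here. The simulated genes varied independently of each other. Differences shared by many genes, such as those that gave 774 calls for proepicardium 3 and 4 against the rest, were not simulated. Calls from such differences are therefore not excluded. A single library is argued against too: the median log2 fold change of the 5 tested liver list genes, fixed before the data were examined, was 3.35. Leaving out each proepicardium library in turn gave no value under 3.16, and leaving out each pericardium library none under 3.25. Hepatocytes taken along with the proepicardium are a candidate source. The fatty acid binding protein gene fabp10a of the liver list had 0 counts in the 4 proepicardium libraries, where apoa2 had 8764, and 4 counts in the pericardium. A single gene near the limit of detection does not exclude liver cells, nor does it speak for them, and other lipid-handling tissue near the proepicardium or expression in its own cells was not tested. No gene of the liver list belonged to another list, and 4 of its 6 genes averaged at least 1 CPM in the heart tube.

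Heart tube 1 held more epidermal list counts than the other heart tube libraries. Carry-over of tissue like that in the pericardium libraries would raise genes of that tissue by a common share of their pericardium level. Genes with at least 50 CPM in the pericardium and at least 50 times the level of a single heart tube library were chosen, and the 2 libraries outside this choice were compared. Over 293 genes chosen on heart tube 3, heart tube 1 exceeded heart tube 2 by a median of 3.29% of the pericardium level. Over 319 chosen on heart tube 2, it exceeded heart tube 3 by 3.00% (quartiles 0.592% and 6.96%), and 87.8% of the genes were raised. For heart tube 2 against heart tube 3, over 118 genes chosen on heart tube 1, the median was -0.0174%. The share, here against the mean of heart tube 2 and 3, varied between the epidermal list genes. It was 11.5% for cyt1, 10.5% for krt4, 6.21% for icn, 5.01% for krt5, 3.91% for epcam, 2.45% for krt92, 2.06% for krt91, 1.15% for tp63 and -0.275% for cldn1, so carry-over of that kind may account for part of the reads, but it cannot be told apart from tissue of another composition in a single library. Of the 9 epidermal genes, 8 averaged at least 1 CPM in the heart tube, a mean that includes heart tube 1.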
